# Global Genomic and Proteomic Analysis Identified Critical Pathways Modulated by Proto-Oncogene PELP1 in TNBC

**DOI:** 10.3390/cancers14040930

**Published:** 2022-02-13

**Authors:** Zexuan Liu, Kristin A. Altwegg, Junhao Liu, Susan T. Weintraub, Yidong Chen, Zhao Lai, Gangadhara R. Sareddy, Suryavathi Viswanadhapalli, Ratna K. Vadlamudi

**Keywords:** PELP1, DIA-MS, RNA-seq, triple negative breast cancer, ribosome biogenesis

## Abstract

**Simple Summary:**

The proto-oncogene PELP1 is commonly overexpressed in many cancers including triple negative breast cancer (TNBC). In this study, we utilized global proteomic and RNA-seq approaches to elucidate the molecular mechanisms by which PELP1 contributes to the progression of TNBC. Global quantitative proteome analysis revealed that the oncogenic activities of PELP1 involve regulation of the expression of ribosomal proteins, as well as ribosomal regulatory complexes. RNA-seq studies discovered that PELP1 modulates the functions of c-Myc in TNBC, which is a known regulator of ribosomal proteins. Furthermore, TCGA-TNBC data confirmed PELP1 has high expression in TNBC, and this pattern exhibited a positive correlation with c-Myc and regulators of ribosomal proteins. Collectively, our studies suggest that PELP1 contributes to TNBC progression by modulation of ribosome biogenesis pathways.

**Abstract:**

The PELP1 oncogene is commonly overexpressed in many cancers, including triple negative breast cancer (TNBC). However, the mechanisms by which PELP1 contributes to TNBC progression are not well understood. To elucidate these mechanisms, we generated CRISPR-Cas9 mediated PELP1 knockout TNBC cell lines, and alterations in the proteome were examined using global data-independent acquisition mass spectrometry (DIA-MS). Further mechanistic studies utilized shRNA knockdown, Western blotting, and RNA-seq approaches. TCGA data sets were utilized for determining the status of PELP1 in TNBC patient tumors and for examining its correlation with ribosomal proteins. Global DIA-MS studies revealed that 127 proteins are upregulated while 220 proteins are downregulated upon PELP1-KO. Bioinformatic analyses suggested that the oncogenic activities of PELP1 involve regulation of expression of ribosomal proteins and ribosomal complexes. RNA-seq studies further suggested PELP1 modulates the functions of transcription factor c-Myc in TNBC. TCGA data confirmed PELP1 has high expression in TNBC patient tumors, and this high expression pattern correlates with c-Myc, a regulator of ribosomal proteins. Collectively, our global approach studies suggest that PELP1 contributes to TNBC progression by modulation of cell cycle, apoptosis, and ribosome biogenesis pathways.

## 1. Introduction

Triple negative breast cancer (TNBC) is a subtype of breast cancer which lacks the expression of the Estrogen Receptor (ER), Progesterone Receptor (PR), and Human Epidermal Growth Factor Receptor 2 (HER2) [1]. TNBCs are commonly associated with advanced stage disease at presentation, and show a higher propensity for metastasis [2,3]. Currently, TNBC lacks effective targeted therapies, and exhibits a worse overall prognosis [4]. Thus, understanding the mechanisms that drive TNBC progression and the development of effective targeted therapies for women diagnosed with TNBC represents the highest unmet need to improve patient survivorship and quality of life.

Ribosomal biogenesis and translational control play critical roles in the progression of many cancers, including TNBC [5,6]. Several tumor suppressors and proto-oncogenes are known to affect the formation of the mature ribosome or its translation functions [7]. For example, c-Myc-driven tumorigenesis involves regulation of ribosomal genes [8,9]. Similarly, mTOR mediated oncogenic functions involve alterations in ribosomal functions [10]. Further, alterations in the structure of the ribosome [11] and increased ribosomal content in epithelial cells contribute to their enhanced metastatic potential [11]. However, the mechanisms by which oncogenes modulate ribosome biogenesis during TNBC progression have yet to be rigorously investigated.

Proline-, glutamic acid-, and leucine-rich protein 1 (PELP1) was initially identified as a coregulator of the ER [12]. Later studies indicated that PELP1 also functions as a coregulator of other nuclear receptors, including Glucocorticoid Receptor (GR) [13], Androgen Receptor (AR) [14], and transcription factors, such as STAT-3 [15], NF-κB [16], and E2F1 [17]. PELP1/Ki-67 high expression in tumors is an independent prognostic factor for predicting poor survivorship in TNBC patients [18]. Furthermore, PELP1 knockdown reduced the metastatic potential of TNBC cells [19]. In addition, PELP1-targeted therapies enhanced the response of TNBC cells to chemotherapies [17]. These studies suggest PELP1 signaling may play a role in TNBC; however, the molecular mechanisms by which PELP1 contributes to TNBC progression remain elusive.

In this study, using unbiased global quantitative proteomic analyses, we identified that PELP1-mediated oncogenic functions in TNBC involve modulation of ribosome biogenesis. Further, global RNA-seq analyses confirmed PELP1 alters expression of critical regulators of ribosomal genes such as c-Myc. RNA-seq data analyses of TCGA tumors confirmed the positive correlation of PELP1 with ribosomal genes. Collectively, our results indicate that PELP1 regulation of TNBC progression may involve modulation of ribosomal biogenesis.

## 2. Materials and Methods

### 2.1. Cell Culture and Reagents

Human MDA-MB-231 and BT549 cells were purchased from the American-Type Culture Collection (ATCC, Manassas, VA, USA) and cultured in ATCC recommended medium. Cells utilized were free of mycoplasma contamination and identity was confirmed by STR DNA profiling. The PELP1 antibody (A300-180A) was purchased from Bethyl Laboratories (Montgomery, TX, USA). The c-Myc antibody (S1826) was purchased from Clontech (Takara Bio USA, San Jose, CA, USA). The antibody for GAPDH (8884) was purchased from Cell Signaling Technology (Beverly, MA, USA).

### 2.2. Generation of Model Cell Lines

MDA-MB-231 and BT549 cells with stable PELP1 knockdown (KD) were created using validated human specific lentiviral PELP1-shRNA particles (TRCN0000159883, Sigma Burlington, MA, USA). Lentiviral particles expressing non-targeted shRNA (SHC016-1EA, Sigma) were used to generate control cells.

CRISPR/Cas9 mediated gene knockout (KO) cells were generated using CRISPR gRNA construct containing three gRNA sequences (GeneCopoeia, Rockville, MD, USA) and Edit-R Inducible Lentiviral hEF1a-Blast-Cas9 Nuclease Plasmid (Cat.CAS11229, GE Healthcare Dharmacon, Inc., Lafayette, CO, USA). Scrambled sgRNA were used to generate control vector cells (CCPCTR01-LvSG03-B, GeneCopoeia). After transfection, pooled clones were selected under puromycin for two weeks and then screened for PELP1-KO by western blotting. The sequece of three PELP1 gRNAs used in this study are: (1) gtttgctg-caacctcgaacg; (2) ccgggctcatgtgcctattg; and (3) atgtggggccgagcggtttg.

### 2.3. Cell Growth, Colony Formation and Western Blotting

The effects of PELP1-KD and KO on cell growth was measured by MTT assay. TNBC control/vector and PELP1-KD or KO cells were seeded 1000 cells per well in 96-well plates and cell viability was measured every day for four days. For colony formation assays, TNBC model cells were seeded 500 cells per well in 6-well plates and allowed to grow for 14 days. Then, cells were fixed with ice-cold methanol and stained by 0.5% crystal violet solution. Colony numbers were counted by Image J Software [20].

Western blot analyses were performed as described previously [21]. Briefly, TNBC control/vector and PELP1-KD or KO cells were serum starved for 48 h and stimulated with 10% serum for 8 h, then whole-cell lysates were prepared using RIPA buffer containing protease and phosphatase inhibitors (Sigma Chemical Co., St. Louis, MO, USA). Total proteins were mixed with SDS sample buffer and subjected to SDS-PAGE. Blots were developed using the ECL kit (Thermo Fisher Scientific, Waltham, MA, USA).

### 2.4. DIA Mass Spectrometry

Total cellular lysates were prepared from MDA-MB-231 vector or PELP1-KO cells, as described in our earlier publication [22], and data-independent acquisition mass spectrometry (DIA-MS) analyses were conducted at the UT Health San Antonio MS Core following the MS Core established protocol. A pool was made of the six samples (biological triplicates from each group), and 2 µg peptide aliquots were analyzed using gas-phase fractionation and 4-*m*/*z* windows (staggered; 30 k resolution for precursor and product ion scans, all in the orbitrap) to create a DIA chromatogram library [23] by searching against a Prosit-generated predicted spectral library [24] based on the UniProt_human_20191022 protein sequence database. Experimental samples were randomized within each replicate for sample preparation and analysis; injections of 2 µg of peptides and a 2-h HPLC gradient were employed. MS data for experimental samples were acquired in the orbitrap using 8-*m*/*z* windows (staggered; 30 k resolution for precursor and product ion scans) and searched against the chromatogram library (Figure 1D). Scaffold DIA (v3.1.0; Proteome Software) was used for DIA-MS data processing. For differential expression analysis, normalized, log2-transformed DIA-MS intensities were used with any missing values discarded. Gene ontology analysis of differentially expressed proteins was conducted focusing on the proteins that exhibited ≥ 1.5-fold change and *p*-value < 0.05 comparing vector and PELP1-KO cells.

### 2.5. RNA Sequencing

Total RNA from control and PELP1-KD MDA-MB-231 cells was isolated using the RNeasy mini kit (Qiagen, Hilden, Germany). RNA-seq was performed using the Genome Sequencing Core (UT Health SA) established protocol and sequencing was done using 50 bp single read sequencing module with Illumina HiSeq 3000 sequencing platform [25]. Differential gene expression analysis was done in DEseq2 [26] and genes with fold change >2 and adjusted *p*-value < 0.05 were categorized as differentially expressed genes. RNA-seq data was deposited in the GEO database with a GEO accession number (GSE191066).

### 2.6. Bioinformatic Analysis

Stand-alone Gene Set Enrichment Analysis (GSEA) [27] was used to perform gene set enrichment. Gene sets used for GSEA were obtained from the Molecular Signatures Database [28]. GO term enrichment analysis was done by Metascape platform [29]. Heatmaps were created by pHeatmap package (https://CRAN.R-project.org/package=pheatmap, accessed on 30 November 2021). Volcano plots were done by ggplot2 package (https://ggplot2.tidyverse.org/, accessed on 30 November 2021). The GeneMANIA prediction server was used to conduct biological network integration for prediction of gene interactions [25]. PELP1 gene expression based on BC subclasss was performed using the UALCAN database [30]. Pearson’s pairwise correlation analyses of TCGA-BRCA dataset was done using bc-GenExMiner 3.0 [31]. Differential PELP1 expression between tumor and normal across diverse cancer types and gene-expression correlation analyses in TNBC was conducted by TIMER2.0 [32]. Overall survival analysis of TNBC patients was done by Kaplan–Meier plotter [33]. PELP1 co-expressed genes were derived from cBioPortal platform [34] and visualized by Cytoscape [35].

### 2.7. Statistical Analysis

The statistical differences were analyzed using student’s t-test with GraphPad Prism 9 software (GraphPad Prism Software, San Diego, CA, USA). All the data represented in bar graphs are shown as mean ± SEM. A value of *p* < 0.05 was considered as statistically significant.

## 3. Results

### 3.1. Global Data-Independent Acquisition Mass Spectrometry (DIA-MS) Identified Unique Pathways Modulated by PELP1

To understand the mechanisms by which PELP1 contributes to the progression of TNBC, we have used PELP1-KO cells. We achieved PELP1-KO in MDA-MB-231 cells using the CRISPR-Cas9 system stably expressing three PELP1 gRNAs along with inducible Cas9. Western blot results confirmed KO of PELP1 (Figure 1A). MTT assays and colony formation assays showed decreased growth (Figure 1B) and survival of PELP1-KO cells, respectively (Figure 1C). We then conducted DIA-MS analysis using whole cell lysates of MDA-MB-231 vector or PELP1-KO cells (Figure 1D). DIA-MS analyses resulted in identification of more than 5000 proteins which were quantified in biological triplicates of the two experimental groups. Unsupervised principal component analysis (PCA) demonstrated the reproducibility and separation between these groups. (Figure 1E). Proteins exhibiting ≥ 1.5-fold change and *p*-value < 0.05 in relative quantity after PELP1-KO compared to vector expressing cells are shown in the heatmaps (Figure 1F).

A total of 127 proteins are upregulated while 220 proteins are downregulated upon PELP1-KO (Figure 1G). We then identified all statistically enriched functional terms of differentially expressed proteins through the Metascape Gene Annotation and Analysis Resource platform. Enriched pathways of the 220 downregulated and 127 upregulated proteins are shown in purple and red, respectively, with the following function annotation databases: CORUM, Reactome Pathway, and KEGG Pathway (Figure 1H). The proteins downregulated by PELP1-KO were enriched in ribosomal biogenesis complex, rRNA processing, and cell cycle while the proteins upregulated upon PELP1-KO belong to apoptosis and p53 pathways (Figure 1H).

To further identify the relationships between the enriched terms of PELP1 positively modulated proteins, a subset of terms was hierarchically clustered into a tree based on Kappa-statistical similarities among their gene memberships. Terms with a similarity kappa score > 0.3 are connected by edges. We identified ribosome biogenesis regulator complexes (LAS1L-PELP1-TEX10-WDR18-NOL-9-SENP) and cell cycle regulator complexes from the cluster network (Figure 1I). Accordingly, analyses of DIA-MS data confirmed upregulation of apoptosis related proteins upon PELP1-KO (Figure 1J) and downregulation of several known proteins involved in cell cycle (Figure 1K).

### 3.2. PELP1 Regulated Proteins in TNBC Cells Play a Critical Role in Ribosome Biogenesis

Since proteins downregulated upon PELP1-KO are over-represented in ribosomal biogenesis pathways, we examined the network of PELP1 interactions and confirmed that PELP1 has close interactions with several ribosomal regulatory proteins including LAS1L, TEX10, WDR18, and SENP3 (Figure 2A). We then conducted protein–protein interaction enrichment analysis using proteins whose status is altered by PELP1-KO (Figure 2B). These networks include proteins that form physical interactions with at least one other member. For further analyses, Molecular Complex Detection (MCODE) algorithm was then applied to this network to identify densely connected protein components; a functional description has been conducted for each MCODE network component independently. We identified several key regulatory components including the ribosomal biogenesis complex and rRNA processing as the major network components (Figure 2C,D).

To extend the functional analysis to all quantified proteins without threshold, we conducted GSEA using the KEGG gene set. The results showed that several biological pathways were downregulated in the PELP1-KO group including cell adhesion, complement and coagulation, and DNA replication, suggesting these functions are impaired when PELP1 is knocked out in TNBC (Figure 2E). We found specifically that the “ribosome” pathway was the top enriched KEGG pathway, confirming that elimination of PELP1 impairs ribosome biogenesis activity (Figure 2F). Further, analyses of the DIA-MS data also confirmed downregulation of several known proteins involved in ribosomal biogenesis (Figure 2G). Altogether, these results suggest that PELP1 plays an essential role in regulating the expression of proteins involved in ribosome biogenesis.

### 3.3. Global RNA-Seq Analyses Revealed PELP1 Knockdown Impairs Expression of Critical Regulators of Ribosomal Genes Such as c-Myc

To elucidate the mechanisms by which PELP1 alters gene expression in TNBC cells, we established PELP1-KD cells using validated PELP1shRNA. PELP1-KD cells showed 60–70% decrease in PELP1 expression compared to control-shRNA expressing cells (Figure 3A). PELP1-KD TNBC cells showed decreased cell growth (Figure 3B) and cell survival (Figure 3C). Since PELP1 functions as a coregulator of several transcription factors, we reason that global transcriptomic profiling will provide critical information of the mechanisms by which PELP1 regulates TNBC progression. Therefore, we conducted RNA-seq of MDA-MB-231 control and PELP1-KD cells. These studies identified 86 downregulated and 119 upregulated genes upon PELP1-KD with adjusted *p*-value < 0.05; log_2_FC > 1; average log2(RPKM) > 0 (Figure 3D). 

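MDA-MB-231 is a human cell line established from a TNBC. RNA-seq was done on 3 replicates of cells stably expressing a control shRNA that has no target and 3 replicates of PELP1-KD cells. The libraries were stranded and made from poly(A) mRNA, and single reads of 50 bases were sequenced. The authors counted the reads on each gene and deposited these counts for each replicate, listed by gene symbol and without normalization. The paper's text does not name the aligner, the counting program or the genome build. The totals that close each count table show that reads with more than a single alignment were counted on no gene; they were between 32.5% and 32.9% of the reads in each replicate. The counts on genes summed to 17304864, 23083404 and 18004958 in control replicates 1, 2 and 3, and to 19186990, 20972223 and 23132102 in PELP1-KD replicates 1, 2 and 3. Replicates of the same group differed by more than the sampling noise of the counts, with a chi-square per degree of freedom between 1.47 and 4.11. From the counts, library size factors were computed by edgeR's TMM method and came to between 0.978 and 0.987 in the controls and 1.02 in each PELP1-KD replicate. Genes were tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the standard error of each log2FC was taken as the log2FC divided by the square root of the test's F statistic. The first principal component of the log2 CPM held 71.5% of the variance and separated the control replicates from the PELP1-KD replicates.
PELP1 lies on chromosome 17 of GRCh38, where its transcript with 17 exons in the GENCODE annotation runs from 4669774 to 4704325 on the minus strand. The reads counted on PELP1 were 968, 1274 and 1069 in control replicates 1, 2 and 3 and 557, 637 and 712 in PELP1-KD replicates 1, 2 and 3. Its expression was 57.8 CPM ± 2.14 (SD, n = 3) in the control cells and 29.6 CPM ± 0.876 (SD, n = 3) in PELP1-KD cells, which is 48.9% lower. The log2FC of PELP1 was -0.97 (standard error 0.055, adjusted p-value 1.48e-11 from edgeR's quasi-likelihood test). Every PELP1-KD replicate was below every control replicate (two-sided exact permutation test, p = 0.1, the smallest p-value that 3 replicates against 3 allow). With each replicate left out in turn, the log2FC of PELP1 stayed between -0.99 and -0.94. Replicates carry the numbers 1 to 3 in both groups, and the deviations of same-numbered replicates from their group means correlated at 0.039, 0.065 and -0.078. With the replicate number as a block, the log2FC of PELP1 was -0.97 (adjusted p-value 3.78e-17 from the same test).

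**Figure D1:**
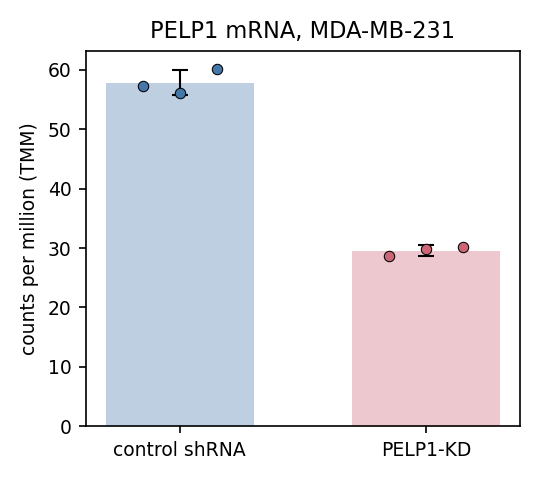
PELP1 mRNA in CPM, scaled by TMM, in MDA-MB-231 cells with control shRNA and in PELP1-KD cells. Points are the 3 replicates of each group, bars their mean and error bars the SD. The control replicates lie between 56.1 and 60.2 CPM, and the PELP1-KD replicates between 28.6 and 30.3 CPM.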

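Of the 23228 genes listed, 6588 had no count in any replicate, and 12796 had enough counts to be tested under edgeR's default filter on low counts. With an adjusted p-value below 0.05 as the sole criterion, 3103 genes were downregulated and 2904 were upregulated. With a log2FC beyond 1 as well, 171 genes were downregulated and 243 were upregulated. Among these, all 171 downregulated genes and 234 of the upregulated genes had PELP1-KD replicates that did not overlap the control replicates. Of all the genes tested, 55.0% had groups that did not overlap, where chance gives 10%. The RPKM of each gene was computed from the length of its exons in the GENCODE annotation, and the 470 tested genes without a matched length were judged by their CPM. With an average log2(RPKM) above 0 as the third criterion, 65 genes were downregulated and 77 were upregulated. The biological coefficient of variation, which is the spread between replicates beyond counting noise, was 3.52%. A test against a log2FC of 1, in place of a threshold on the measured log2FC, left 31 downregulated and 34 upregulated genes past the 3 criteria, and an average log2 CPM above 0 in place of RPKM gave 112 and 145. With the replicate number as a block, 67 genes were downregulated and 79 upregulated under the 3 criteria, with 3335 and 3140 past the adjusted p-value alone. With each replicate left out in turn, between 53 and 71 genes were downregulated and between 74 and 97 upregulated under the 3 criteria.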

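Gene set enrichment analysis (GSEA) ranks all tested genes by their difference between groups and asks whether the members of a gene set gather at an end of the ranking. Genes were ranked by the signal-to-noise ratio of their log2 CPM, PELP1-KD against control, so that a negative normalized enrichment score (NES) stands for lower expression in PELP1-KD cells. The adjusted p-values come from fgsea, which permutes genes rather than samples, with Benjamini-Hochberg adjustment over 6 gene lists. The lists of E2F targets, G2M checkpoint genes and mTORC1 signaling genes were written from general knowledge of the hallmark collection, and their membership was not checked against its source. The G2M-checkpoint list, with 197 tested genes, had an NES of -2.05 (adjusted p-value 2.22e-08). The E2F-target list, with 199 tested genes, had an NES of -1.5 (adjusted p-value 0.00547). The mTORC1-signaling list, with 193 tested genes, had an NES of -1.59 (adjusted p-value 8.42e-04). With the replicate number as a block and genes ranked by the signed edgeR statistic, the NES was -2.15 for the G2M-checkpoint list, -1.77 for the E2F-target list and -1.74 for the mTORC1-signaling list. Ranked by log2FC instead, the E2F-target list and the mTORC1-signaling list no longer passed an adjusted p-value of 0.05, with an NES of -1.28 (adjusted p-value 0.059) and -1.21 (adjusted p-value 0.0908). After the ranking values were adjusted by regression for each gene's GC content, length and expression level, the NES was -1.74 for the G2M-checkpoint list (adjusted p-value 2.13e-04), -0.84 for the E2F-target list (adjusted p-value 0.989) and -1.30 for the mTORC1-signaling list (adjusted p-value 0.0607). The camera test takes the correlation between genes of a list into account, here as estimated from the 6 samples. Its adjusted p-values were 0.278, 0.317 and 0.278 for the G2M-checkpoint, E2F-target and mTORC1-signaling lists. With camera's default correlation in place of this estimate, they were 1.99e-05, 0.0164 and 0.0187.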

GSEA hallmark gene set analysis revealed a positive correlation between PELP1-regulated genes with signatures of c-Myc, E2F, G2M, and mTOR (Figure 3E). Importantly, we found that gene sets of c-Myc targets were downregulated in the PELP1-KD group, confirming that deletion of PELP1 decreases c-Myc activity (Figure 3F).

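The Myc-target list held 200 genes written from general knowledge of the hallmark c-Myc target set, of which 199 were tested. Its NES was -2.15 (adjusted p-value 2.07e-09), the farthest from 0 of the 6 lists. With each replicate left out in turn, the NES stayed between -2.14 and -1.95. Without the genes it shares with the E2F-target or G2M-checkpoint lists, the NES of the Myc-target list was -1.92 (adjusted p-value 1.19e-05). With the replicate number as a block, and genes ranked by the signed edgeR statistic, it was -2.25 (adjusted p-value 3.34e-12). The median log2FC of the Myc-target list was -0.06, and 138 of the 199 genes (69.3%) were lower in PELP1-KD cells. When libraries were scaled by their totals alone, 55.3% of its genes were lower and the median log2FC was -0.01. The largest falls with an adjusted p-value below 0.05 were those of NCBP2, at a log2FC of -0.59 (standard error 0.037, adjusted p-value 6.9e-11 from edgeR's quasi-likelihood test), SET, at -0.49 (standard error 0.029, adjusted p-value 3.24e-11), and PTGES3, at -0.46 (standard error 0.034, adjusted p-value 8.3e-10). The values of SET and PTGES3 are uncertain to the extent that reads shared with their pseudogenes were counted on no gene. Adjusting the ranking values for GC content, length and expression level brought the NES of the Myc-target list to -1.30 (adjusted p-value 0.0607). Under camera with the correlation between genes estimated from the samples, its adjusted p-value was 0.274. With camera's default correlation in place of the estimate, it was 1.06e-04. From the downregulation of the c-Myc target gene sets in the PELP1-KD group, the paper concludes that loss of PELP1 decreases c-Myc activity.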

Differential expression profiling between control and PELP1-KD are shown in the volcano plots (Figure 3G). 

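Figure 3G labels 31 genes, 14 as downregulated and 17 as upregulated. Of these, 30 were tested, and all 30 passed an adjusted p-value of 0.05 and a log2FC beyond 1 in the direction the figure gives. ZG16B was left out by the filter on low counts, with 18, 18 and 7 reads in the control replicates and 2, 5 and 5 in the PELP1-KD replicates. The 13 tested downregulated genes had a log2FC of -2.01 or below, and the 17 upregulated genes had a log2FC of 2.00 or above. In each of the 30 genes, the PELP1-KD replicates did not overlap the control replicates. The gene with the lowest p-value of all tested genes was MMP1, with 798 CPM ± 26.0 (SD, n = 3) in control cells and 189 CPM ± 1.83 (SD, n = 3) in PELP1-KD cells. Its log2FC was -2.08 (standard error 0.031, adjusted p-value 6.33e-21 from edgeR's quasi-likelihood test). LCP1 rose from 148 CPM ± 5.62 (SD, n = 3) to 595 CPM ± 2.74 (SD, n = 3), a log2FC of 2.01 (standard error 0.033, adjusted p-value 1.67e-20 from the same test). CDH11 had 12.7 CPM ± 0.778 (SD, n = 3) in control cells and 0.664 CPM ± 0.18 (SD, n = 3) in PELP1-KD cells, a log2FC of -4.27 (standard error 0.17, adjusted p-value 3.37e-14). SOST rose from 0.757 CPM ± 0.144 (SD, n = 3) to 13.7 CPM ± 0.489 (SD, n = 3), a log2FC of 4.16 (standard error 0.15, adjusted p-value 1.49e-14). The value of AFAP1-AS1, a log2FC of -3.57, is uncertain because it is an antisense gene and the paper's text does not state whether reads were counted by strand. With at least 10 counts required in every replicate, 19 of the 31 genes passed and the other 12 were removed by this filter without a test. With the replicate number as a block, 30 passed.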

Enrichment analysis confirmed that downregulated genes upon PELP1-KD were involved in EMT, cell growth, migration, PI3K-Akt, and mTOR pathways (Figure 3H), which indicates that PELP1 is positively correlated with these functions in TNBC. 

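Over-representation was tested by a one-sided Fisher's exact test, which asks for an excess alone. The 171 genes with an adjusted p-value below 0.05 and a log2FC below -1 were set against the 12796 tested genes. The lists of EMT genes and mTORC1 signaling genes were used for this, and cell growth, migration and PI3K-Akt pathways were not analysed here. Of the 152 tested EMT genes, 10 were among the 171 downregulated genes, an odds ratio of 5.46 (adjusted p-value 7.32e-05). They included CDH11, MMP1, HTRA1 and IGFBP3, the last with a log2FC of -1.57 (standard error 0.052, adjusted p-value 2.56e-15 from edgeR's quasi-likelihood test). Among the 243 upregulated genes, 13 of the 152 EMT genes were found, an odds ratio of 5.05 (adjusted p-value 1.28e-05). Over the whole ranking, the EMT list had an NES of 1.71 (adjusted p-value 3.39e-04), with 52 genes significantly lower and 62 significantly higher in PELP1-KD cells. Of the 193 tested mTORC1 signaling genes, 2 were among the 171 downregulated genes, an odds ratio of 0.77 (adjusted p-value 0.733). These were DDIT4, with a log2FC of -1.42 (standard error 0.062, adjusted p-value 2.35e-13), and STC1, with a log2FC of -1.15 (standard error 0.06, adjusted p-value 3.31e-12). When any fall with an adjusted p-value below 0.05 was counted, 79 of the 193 mTORC1 signaling genes (40.9%) were downregulated, against 24.2% of the tested genes, an odds ratio of 2.20 (adjusted p-value 3.82e-07). Under the 3 criteria, the background was the tested genes with an average log2(RPKM) above 0. The odds ratio was then 7.26 for the EMT list (5 genes, adjusted p-value 0.00194) and 1.82 for the mTORC1-signaling list (2 genes, adjusted p-value 0.309). With the replicate number as a block, the odds ratio was 5.36 for the EMT list (adjusted p-value 8.49e-05) and 1.15 for the mTORC1-signaling list (adjusted p-value 0.49), with 3 of its genes among the downregulated genes. The EMT list ranked with the replicate number as a block had an NES of 1.98 (adjusted p-value 1.49e-06). Ranked by log2FC instead, it no longer passed an adjusted p-value of 0.05, with an NES of 1.37 (adjusted p-value 0.059). It did not pass under camera either, with an adjusted p-value of 0.308 for the estimated correlation and 0.314 for camera's default correlation.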

We also independently validated that PELP1-KD reduces expression of c-Myc using western blotting (Figure 3I). Collectively, these data suggest that PELP1 plays an integral role in the regulation of a subset of genes regulated by key transcription factors implicated TNBC progression.

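At an adjusted p-value below 0.05 from edgeR's quasi-likelihood test, 89 of the 199 tested Myc-target genes were lower and 13 were higher in PELP1-KD cells. In the E2F-target list, 80 genes were lower and 30 were higher. In the G2M-checkpoint list, 97 genes were lower and 19 were higher. The changes were small, and no gene of these 3 lists had an adjusted p-value below 0.05 with a log2FC beyond 1 in either direction. The lowest log2FC was -0.59 in the Myc-target list, -0.58 in the E2F-target list and -0.71 in the G2M-checkpoint list. The median log2FC was -0.06 in the E2F-target list and -0.10 in the G2M-checkpoint list, where the median of all tested genes was 0.0014. With library totals the medians were -0.008 and -0.05, with 51.3% and 66.5% of the genes lower, and the median of all tested genes was 0.051. The largest falls in the E2F-target list were those of STAG1, PDS5B and MMS22L, with a log2FC of -0.58, -0.53 and -0.46.

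**Figure D2:**
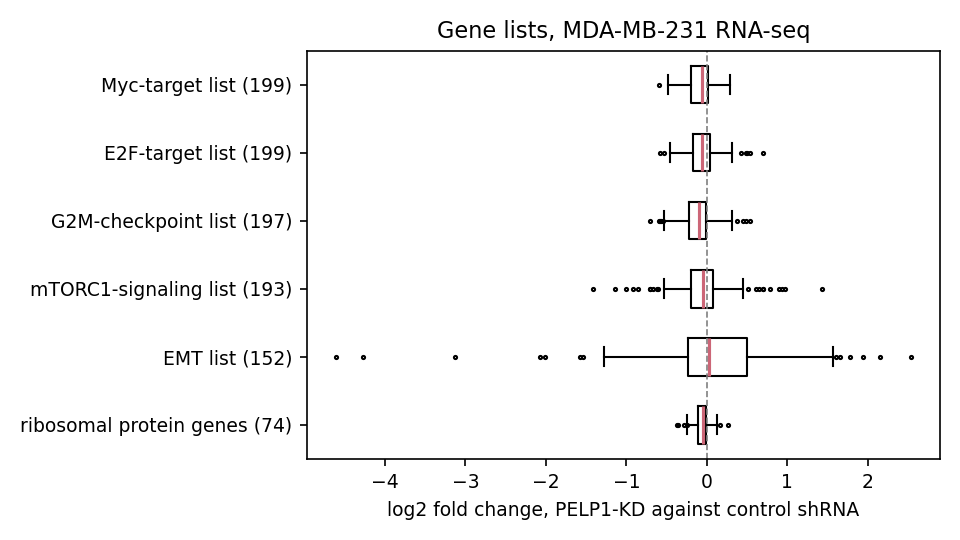
Log2FC of the tested genes of each gene list, PELP1-KD against control, in MDA-MB-231 cells. Boxes span the quartiles with the median as a line, whiskers reach the last gene within the usual multiple of the box, dots are genes beyond, and the number of tested genes stands beside each name. The boxes of the Myc-target, E2F-target and G2M-checkpoint lists lie mostly below 0 and within a narrow range of log2FC, while the EMT list spreads widely to both sides of 0.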

### 3.4. PELP1 Expression Is Upregulated and Positively Correlates with c-Myc Status and Ribosomal Regulators in TNBC Samples

Using TCGA datasets that contain gene expression profiles of tumor tissues, we discovered that PELP1 is highly expressed across diverse cancer types (Figure 4A). In breast cancer subtypes, expression of PELP1 is significantly higher in TNBC compared to luminal and HER2-positive BC (Figure 4B). Further analyses of PELP1 expression among the TNBC molecular subclasses showed that PELP1 is highly expressed in TNBC-Mesenchymal (M) and TNBC-Immunomodulatory (IM) subtypes (Figure 4C). Survival analyses revealed a positive correlation between high PELP1 expression and poor survival in TNBC patients (Figure 4D). Since PELP1-KO affected c-Myc target genes and a number of proteins involved in ribosomal biogenesis, such as SENP3, LAS1L, and WDR18, we examined the co-expression of these proteins with PELP1 in tumors.

The results revealed a positive correlation in various cancer types including BRCA-basal (Figure 4E). In particular, PELP1 expression is highly correlated with SENP3, LAS1L, and c-Myc in BRCA-basal tumors (Figure 4F). From additional analyses of the correlation in BC subtypes, we found that the positive correlation of PELP1 and c-Myc only occurs in TNBC, and not in ER+ subtypes of BC. This suggests a unique function of PELP1 in TNBC (Figure 4G). Altogether, it can be concluded from our data that PELP1 is highly expressed in multiple cancer types (versus their corresponding normal)—especially in TNBC. The correlative relationship between PELP1 with c-Myc and ribosomal regulators is indicative of the critical role it plays in modulating TNBC progression via regulation of c-Myc and ribosome biogenesis.

### 3.5. TCGA-TNBC Cohort RNA-Seq Data Revealed PELP1 Is Involved in Regulation of c-Myc and Ribosome Biogenesis

To better understand PELP1 functions in TNBC, we selected the top 300 PELP1 positively co-expressed genes using the TCGA-TNBC cohort. Pathway analyses using KEGG, Hallmark, and Gene Ontology (GO) Biological functions revealed that enrichment includes ribosome biogenesis and c-Myc targets, suggesting that PELP1 is closely related with these biological functions in TNBC (Figure 5A).

To extend the transcriptional analysis to patient’s data, we then analyzed RNA-seq data derived from 161 TNBC tumor samples in the Cancer Genome Atlas Breast Invasive Carcinoma (TCGA-BRCA) cohort. We ranked these tumors by relative PELP1 expression in the top 10th percentile (PELP1-high, *n* = 16) and the bottom 10th percentile (PELP1-low, *n* = 16). GSEA was then used to identify pathways positively correlated with higher PELP1 expression level. The results showed that ribosome and c-Myc target gene signatures were enriched in PELP1-high tumor samples in comparison with PELP1-low samples (Figure 5B,C). Top enriched Hallmark gene signature confirmed similar pathways identified in our genomic and proteomic analysis including pathways modulated by c-Myc, E2F, and G2M (Figure 5D). Further analyses of TCGA data sets confirmed correlation of PELP1 high expression with ribosome and c-Myc targets (Figure 5E,F). Transcription factor motif analyses confirmed enrichment of E2F1, c-Myc, and SP1 in the promoters of PELP1 regulated genes (Figure 5G). Pathway analysis confirmed the correlation of PELP1 regulated gene signatures with ribosome biogenesis and other ribosomal related pathways (Figure 5H). Collectively, these results suggest that PELP1 expression is positively correlated with c-Myc and ribosome biogenesis gene signatures in TNBC.

## 4. Discussion

The oncogene PELP1 is highly expressed in breast tumors. PELP1 expression serves a prognostic predictor of shorter BC-specific survival and disease-free interval [36]. However, the molecular mechanism by which PELP1 promotes TNBC progression remain inadequately studied. In this study, using global unbiased DIA-MS analyses of control vector and PELP1-KO cells, we found that PELP1-KO alters the levels of ribosomal proteins. Further, global RNA-seq analyses indicated that PELP1-mediated signaling in TNBC involves modulation of c-Myc and mTOR signaling which regulate ribosomal proteins and E2F which regulates cell cycle proteins.

Earlier published studies suggested that PELP1 plays an essential role in ribosomal biogenesis. Specifically, the PELP1–TEX10–WDR18 complex has been identified as a regulator of ribosome biogenesis. Moreover, the SUMO-controlled distribution of PELP1 coordinates the rate of ribosome formation [37]. In addition, PELP1 localizes to the nucleolus and plays an essential role in the efficient synthesis of 28S rRNA [38]. PELP1 is implicated as a regulatory point for mammalian 60S maturation through ordered recruitment and release of AAA ATPase MDN1 [39]. Our data using global DIA-MS studies suggest that PELP1 also plays a role in the regulation of expression of several ribosomal proteins. Further, our studies suggest that PELP1 is required to maintain the status of regulatory complexes such as LAS1L–PELP1–TEX10–WDR18–NOL-9–SENP3.

PELP1 high expression in tumors is a known independent prognostic factor for predicting poor survivorship in patients diagnosed with TNBC [18]. PELP1 signaling plays a critical role in TNBC metastases [19,40], and metastatic tumors exhibit increased PELP1 expression compared to node-negative specimens [41]. Further, PELP1 signaling has a critical role in TNBC cell migration and modulates expression of genes involved in EMT/metastasis [19]. It is also known that PELP1 can interact with GR to activate Breast Tumor Kinase (BRK) expression in TNBC [13]. Our data suggest that PELP1 regulation of ribosomal proteins is concomitant with regulation of TNBC progression. We speculate that PELP1 contributes to TNBC progression by modulating both expression of ribosomal proteins and ribosome biogenesis.

PELP1 promotes tumorigenesis by accelerating cell cycle progression, and PELP1 is a substrate of CDK4 kinase [42]. Depletion of PELP1 induced cell cycle arrest accompanied by autophagy [43]. PELP1 localizes to the nucleolar compartment in a cell cycle stage-dependent manner and facilitates optimal ribosomal RNA synthesis [44]. PELP1 has also been shown to increase the expression of E2F1 target genes [17]. Our RNA-seq results corroborate earlier published studies and further suggest that PELP1 can modulate the functions of several transcription factors including E2F1 in TNBC.

Oncogenic PELP1 signaling is implicated in the progression of several cancers, including breast [12], endometrial [45], ovarian [46], salivary [47], prostate [14], lung [48], pancreas [49], and colon [50]. Our results using bioinformatic analyses of TNBC gene expression data sets identified that ribosome and c-Myc-target gene signatures were enriched in PELP1-high tumor samples compared to PELP1-low tumor samples. Further, PELP1 associated genes are enriched with E2F1, SP1, and c-Myc regulatory sites in their promoters and exhibited a positive correlation with PELP1 expression. Based on these results, we speculate that PELP1 expression, along with its associated/regulated ribosomal genes, may serve as a better prognostic marker of survival in TNBC patients.

## 5. Conclusions

The results of global proteomic analyses using DIA-MS revealed that the oncogenic activities of PELP1 involve regulation of expression of ribosomal proteins and ribosomal complexes. Further, RNA-seq studies suggested that PELP1 modulates the functional targets of several transcription factors, such as c-Myc and E2F1, in TNBC. Collectively, our studies indicate that PELP1 contributes to TNBC progression by modulation of cell cycle, apoptosis, and ribosomal biogenesis pathways. Therefore, PELP1 status, along with ribosomal proteins, can serve as prognostic factor for predicting TNBC patient survival.

## Figures and Tables

**Figure 1:**
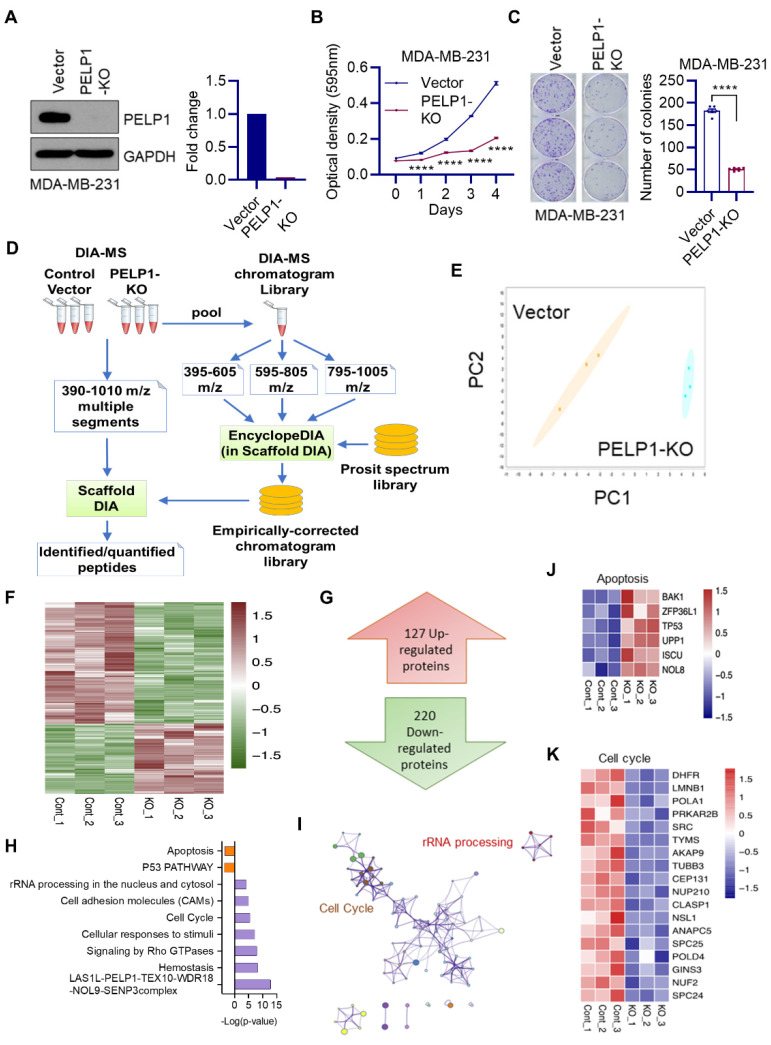
Global DIA-MS identified unique pathways modulated by PELP1 in TNBC. (**A**) Validation of CRISPR/Cas9 mediated PELP1-KO in MDA-MB-231 cells is shown by western blot. Quantitation of PELP1-KO in western blot is shown as right panel. (**B**) Effect of PELP1-KO on cell growth was measured by MTT assay (*n* = 3). (**C**) Effect of PELP1-KO on survival of TNBC cells was determined using colony formation assay (*n* = 3). (**D**) Experimental schema used for DIA-MS analyses is shown. (**E**) PCA of the proteomic data obtained by DIA-MS. (**F**,**G**) Heatmap showing the differentially expressed proteins between vector and PELP1-KO with cut off fold change ≥ 1.5 and *p*-value < 0.05. (**H**) Pathway enrichment analysis of up (red) or down-regulated (purple) proteins upon PELP1-KO. Terms with a *p*-value of < 0.05 were collected. (**I**) Network of representative enriched terms of down-regulated proteins. Terms were hierarchically clustered into a tree based on Kappa-statistical similarities and connected with a similarity kappa score > 0.3. (**J**,**K**) Heatmap confirmed upregulation of apoptosis related proteins (**J**) and downregulation of cell cycle related proteins (**K**) upon PELP1-KO from DIA-MS data. Data are shown as the mean ± SEM. **** *p* < 0.0001.

**Figure 2:**
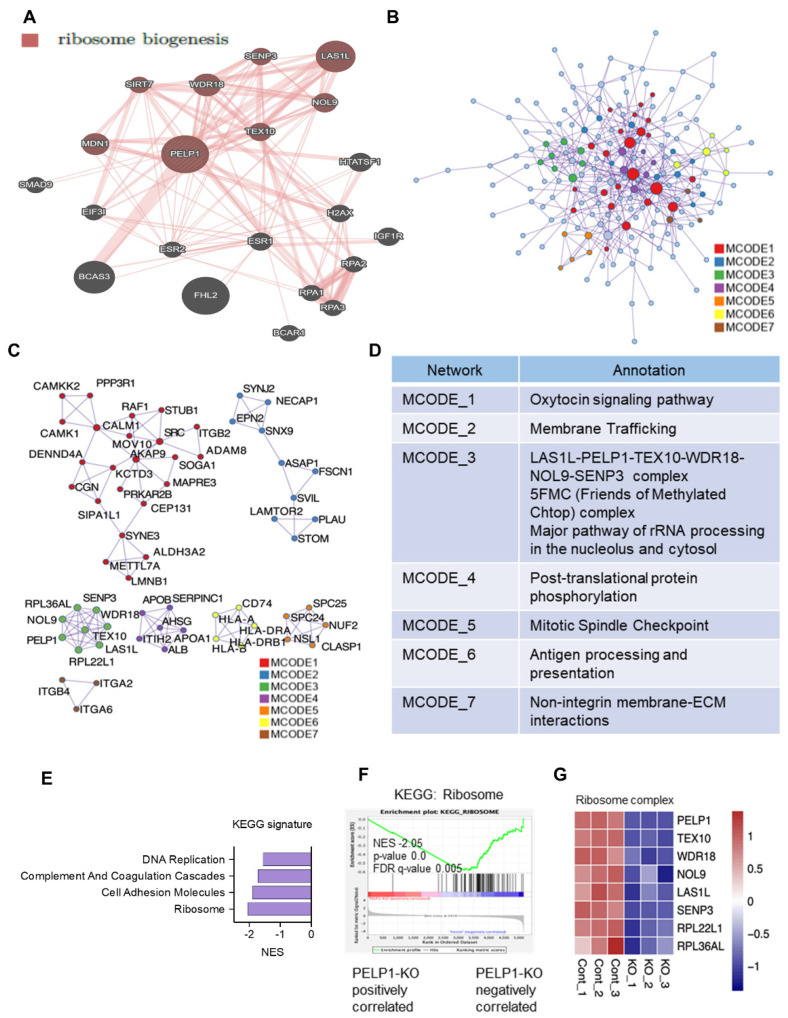
PELP1 regulated proteins in TNBC cells play a critical role in ribosome biogenesis. (**A**) Interactome network of PELP1. Ribosome biogenesis genes are marked red. (**B**) Protein–protein interaction network of 220 downregulated proteins from DIA-MS data. Densely connected proteins were identified by MCODE and named respectively. (**C**) Protein name of each MCODE algorithm identified components are shown. (**D**) Functional annotation of each MCODE component is shown in the tables. (**E**,**F**) GSEA pathway and plot of enriched KEGG gene sets. (**G**) Heatmap confirmed down-regulation of several known proteins involved in ribosomal biogenesis.

**Figure 3:**
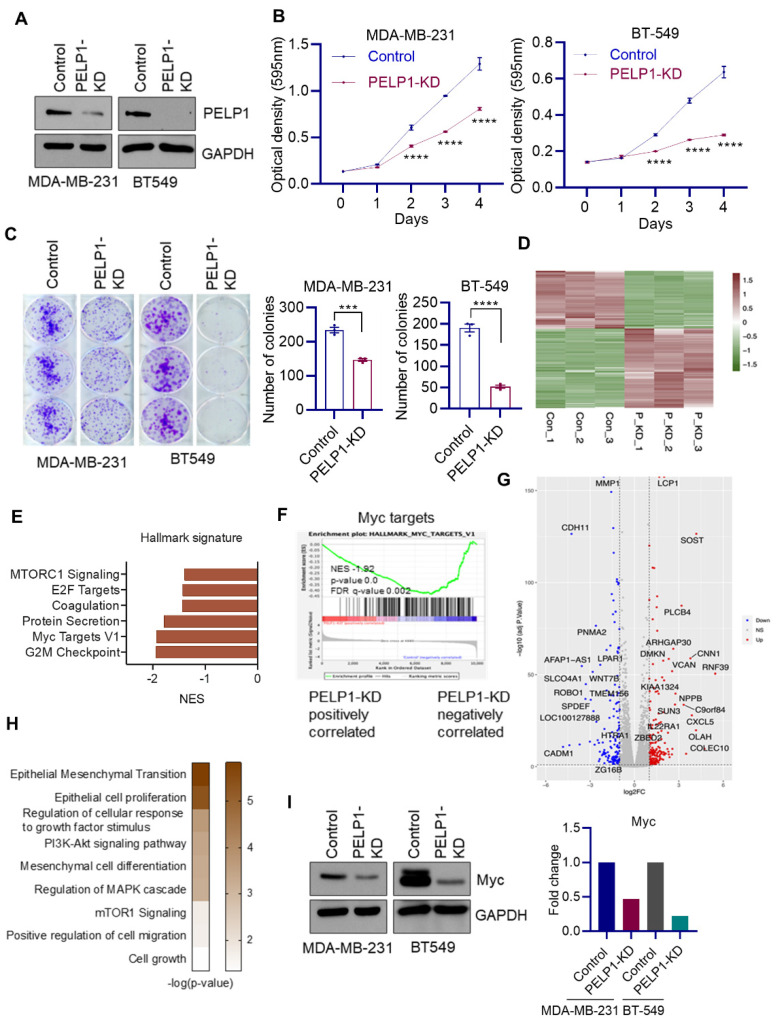
Global RNA-seq analyses revealed PELP1-KDimpairs expression of c-Myc targets. (**A**) Validation of PELP1-KD in two TNBC model cell lines by western blotting. (**B**) Effect of PELP1-KD on TNBC cell growth was measured by MTT assay (*n* = 3). (**C**) Effect of PELP1-KD on survival of TNBC cells was determined using colony formation assay (*n* = 3). (**D**) Heatmap shows differentially expressed genes from RNA-seq data. (**E**) Enrichment of GSEA Hallmark pathways positively correlated with PELP1. (**F**) GSEA plots shows c-Myc target gene signatures were negatively enriched with PELP1-KD regulated genes. (**G**) Volcano plot showing differentially expressed genes in PELP1-KD cells. (**H**) Functional enrichment of genes positively correlated with PELP1. (**I**) TNBC model cells were serum starved for 48 h, stimulated with 10% serum for 8 h and c-Myc expression was determined by western blotting. Quantitation of western blots is shown as right panel. Data are shown as the mean ± SEM of three experiments. *** *p* < 0.001; **** *p* < 0.0001.

**Figure 4:**
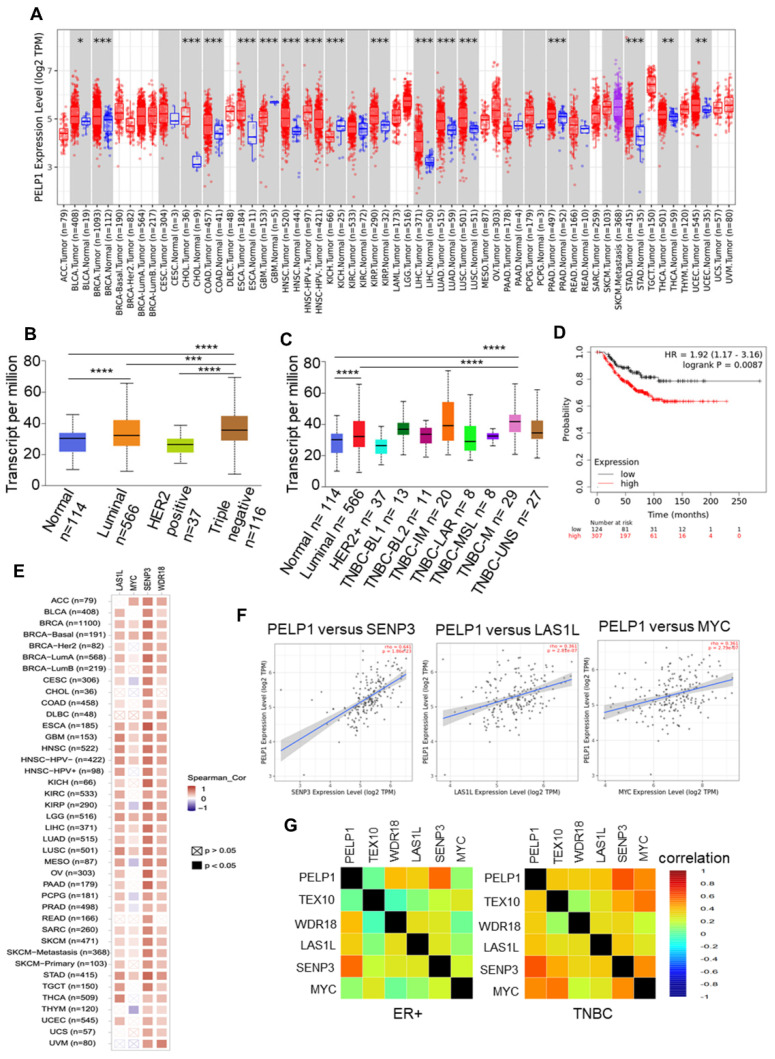
PELP1 expression is upregulated and positively correlates with c-Myc and ribosomal regulators in TNBC. (**A**) PELP1 expression between tumor and normal samples across multiple cancer types. (**B**,**C**) Graph derived from TCGA-BRCA data available in UACLAN database. The box charts depict the relative expression of PELP1 in BC subtypes (**B**) and TNBC molecular subclasses (**C**). (**D**) Overall survival in BC patients was determined by Kaplan–Meier analysis and significant differences were determined by the log-rank test. (**E**,**F**) Gene correlation analysis of PELP1 and indicated genes in various cancer types (**E**) and BRCA-basal (**F**). Correlation heatmap shows the purity-adjusted partial spearman’s rho value representing the degree of correlation. (**G**) Pearson’s pairwise correlation plot of PELP1 and indicated genes in ER+ and TNBC. The color represents the degree of correlation. * *p*<0.05; ** *p*<0.001; *** *p* < 0.001; **** *p* < 0.0001.

**Figure 5:**
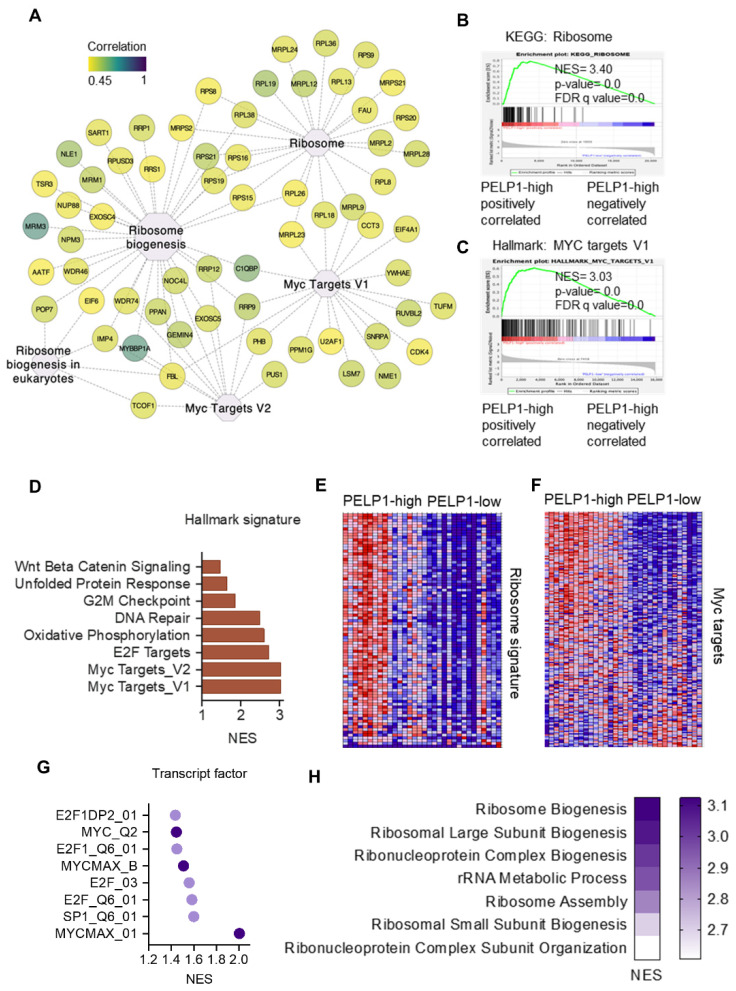
Analyses of gene expression in RNA-seq datasets of TNBC patients revealed PELP1 is involved in regulation of c-Myc and ribosome biogenesis. (**A**) Functional enrichment of top 300 PELP1 positively co-expressed genes derived from TCGA-BRCA-basal patient cohort. Center nodes show enriched pathway and node color represents the correlation degree between indicated genes with PELP1. Data was visualized by Cytoscape. (**B**,**C**) GSEA plots shows ribosome (**B**) and c-Myc (**C**) gene signatures enriched in the PELP1-high group. (**D**) Top enrichment of Hallmark gene signature in PELP1-high group. (**E**,**F**) Model heatmap shows ribosome and c-Myc signature expression between PELP1-high and PELP1-low groups. (**G**,**H**) Enrichment of transcription factor (**G**) and GO Biological function (**H**) from GSEA.

## Data Availability

All data generated for this study are included within this article. RNA-seq data has been deposited in the GEO database under a GEO accession number (GSE191066).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/2072-6694/14/4/930/s1, Figure S1: Original western blots for Figure 1A. Cropped sections used as figures in the manuscript are marked as a box. Figure S2: (A) Original western blots for Figure 3A. Cropped sections used as figures in the manuscript are marked as a box. (B) Quantitation of western blot data. Figure S3: Original western blots for Figure 3I. Cropped sections used as figures in the manuscript are marked as a box.

# Supplementary material for: Global Genomic and Proteomic Analysis Identified Critical Pathways Modulated by Proto-Oncogene PELP1 in TNBC
**Source:** Cancers (Basel). 2022 Feb 13;14(4):930. doi: 10.3390/cancers14040930
**Supplement:** Supplementary file 1

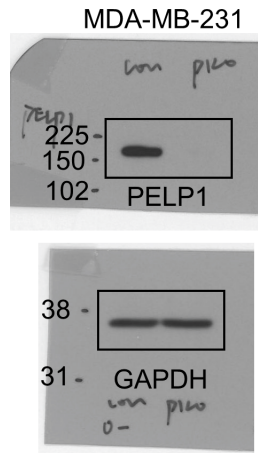

**Figure S1.** Original western blots for Figure 1A. Cropped sections used as figures in the manuscript are marked as a box.

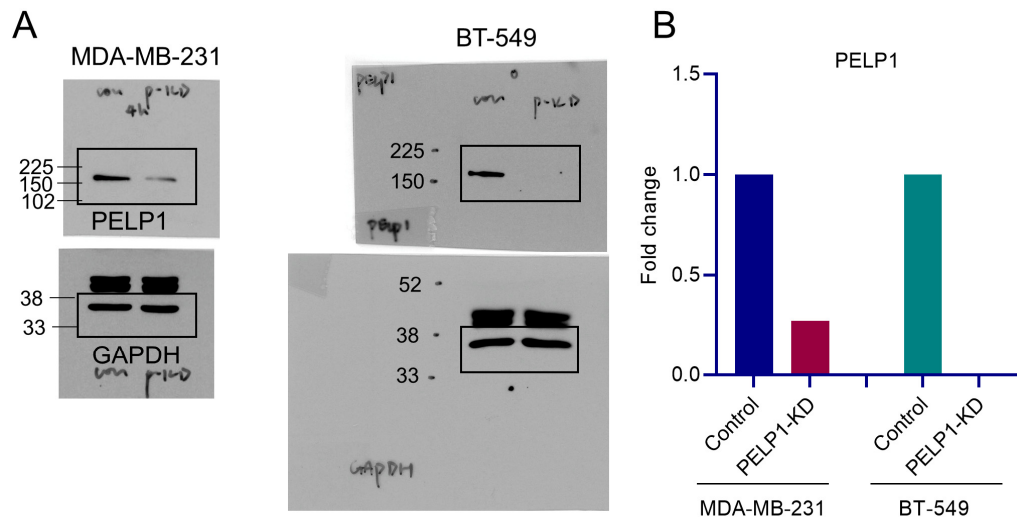

**Figure S2. (A)** Original western blots for Figure 3A. Cropped sections used as figures in the manuscript are marked as a box. **(B)** Quantitation of western blot data.

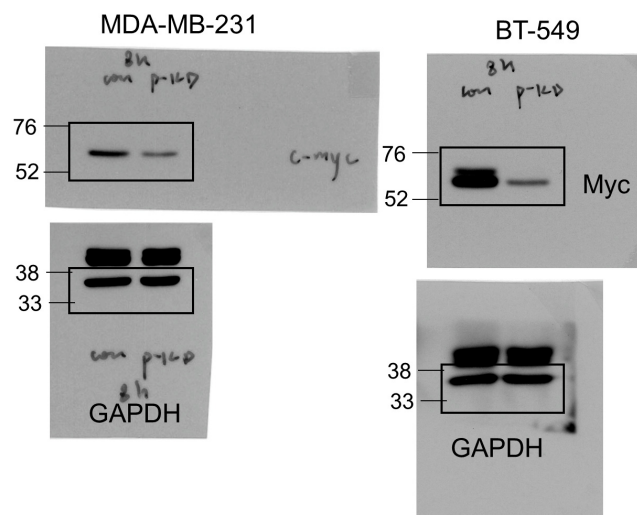

**Figure S3.** Original western blots for Figure 3I. Cropped sections used as figures in the manuscript are marked as a box.

How the deposited data were processed for this re-analysis (not part of the article)

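RNA-seq was done on MDA-MB-231 cells, with 3 replicates of control shRNA cells and 3 replicates of PELP1-KD cells. The authors deposited, for each replicate, the counts of reads per gene symbol, as whole numbers without normalization. The paper's methods state single reads of 50 bases on an Illumina HiSeq instrument and differential expression by the authors in DESeq2 with a fold change above 2 and an adjusted p-value below 0.05. The aligner, the counting program, its version, the genome build, the gene annotation and the use of strand in the counting are not stated in the paper's text. The closing totals of each count table show reads with more than a single alignment, which the authors' counting placed on no gene, so that genes with near-identical copies are counted low. No replicates were pooled, and each replicate's column was used.

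Between 17304864 and 23132102 reads per replicate were counted on genes. A gene with 3 counts, taken as the floor of detection, corresponds to between 0.13 and 0.173 CPM, the count scaled to the library size. Reads without molecular identifiers are not independent molecules, so such floors cover counting error alone. The sample labels and the paper gave the group and the number of each replicate. The numbers 1 to 3 in the labels are the only source for a pairing between groups.

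Everything else was computed from the counts in R 4.3.3 and Python 3.11.15. Genes passing edgeR's filterByExpr with its default minimum of 10 counts were kept, and library sizes were scaled by TMM. The main test was the quasi-likelihood test of edgeR 4.0.16 on the 2 groups, with Benjamini-Hochberg adjustment over the tested genes. The standard error of a log2FC was taken as the log2FC divided by the square root of the test's F statistic. Values of log2 CPM used a prior count of 2. For RPKM, the exon length of each gene was taken from GENCODE release 29 on GRCh38. Of the 23228 symbols in the count tables, 21548 (92.8%) had a length, 19747 by the symbol itself, 23 by an older symbol and 1778 by a RefSeq synonym. The 470 tested genes without a length were judged by mean log2 CPM. The build used by the authors is not stated, so coordinates come from this annotation and not from the count tables.

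Gene lists were ranked by the signal-to-noise ratio of log2 CPM and tested with fgsea 1.28.0, which permutes genes, with 10000 permutations for its first estimate and random seed 1. The 6 lists stand for Myc targets, E2F targets, G2M checkpoint, mTORC1 signaling, EMT and ribosomal proteins. They were written from general knowledge of the hallmark collection, and their membership was not checked against it. Over-representation among downregulated genes was tested by a one-sided Fisher's exact test for an excess, with the tested genes as the background. PELP1 and MYC were also compared by a two-sided exact permutation test, which cannot go below 0.1 with 3 against 3.

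The scripts were tested on simulated counts drawn from the means of the control replicates. The changed genes and the lowered list were drawn from well-counted genes alone. Recovery of genes with few counts was therefore not tested. Of 200 genes changed by a log2FC of 1.5 in size, 199 (99.5%) were recovered past both thresholds. Of 12213 unchanged genes, 10 had an adjusted p-value below 0.05, and 0 had a log2FC beyond 1 as well. A simulated list of 200 genes lowered by 0.1 on the log2 scale had an NES of -2.35, and a list of 200 unchanged genes had an NES of 0.641.

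The alternatives were RLE size factors, DESeq2 1.42.0, voom in limma 3.58.1, no filter on low counts, at least 10 counts in every replicate, the replicate number as a block, leaving out each replicate in turn, a test against a log2FC of 1, mean log2 CPM in place of RPKM, other rankings and camera for the gene lists, and other list members. A ranking by the signal-to-noise ratio of linear CPM with each SD held to at least 0.2 of the mean, and scaling by library totals alone, were added after the data were seen.

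The genes named are those the paper names beside the RNA-seq or labels in Figure 3G, the 5 genes with the lowest p-value in each direction among those past both thresholds with groups that do not overlap, and the 3 genes with the largest significant fall in each list. This rule was written before the data were examined, as were the gene lists, the main test and all alternatives but those just named. Any gene outside it is named as chosen after its values were seen.

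The search for short words in 3' UTRs took a single coding transcript per gene from GENCODE, the one with the longest 3' UTR. Whether these cells express that transcript was not tested. Of the tested genes, 11917 (93.1%) had a 3' UTR of at least 20 bases. Each word of 7 bases found in at least 50 genes was given a rank statistic z, which compares the log2FC of genes with and without the word after regression on the length and A+T content of the 3' UTR and on expression. In 5 of 5 simulated sets with a word that lowered its genes by 0.1, the word had the lowest z, and the lowest z in simulated sets without an effect was -4.34. Proteomics, western blots, cell growth and TCGA analyses were not analysed here.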

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

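The tests of reads shared between SAA1 and SAA2 and of the library scaling were chosen after the rise of these genes was seen. SAA1, THBS1, TGFBI and LTBP2 drew attention because they are among the 5 genes with the lowest p-values of the upregulated genes. Their PELP1-KD replicates lay above all control replicates, and the paper neither names them nor labels them in Figure 3G. Of the 5 downregulated genes with the lowest p-values, SEC23A, CRIM1, IGFBP3 and C5orf43 are likewise neither named nor labelled there. These fell by a log2FC of -1.38, -1.02, -1.57 and -1.45, with groups that did not overlap, but were not flagged. THBS1 had 2303 CPM ± 77.6 (SD, n = 3) in control cells and 4713 CPM ± 30.0 (SD, n = 3) in PELP1-KD cells, a log2FC of 1.03 (standard error 0.024, adjusted p-value 1.05e-17 from edgeR's quasi-likelihood test). TGFBI rose from 426 CPM ± 11.0 (SD, n = 3) to 947 CPM ± 19.5 (SD, n = 3), a log2FC of 1.15 (standard error 0.029, adjusted p-value 3.07e-17). LTBP2 rose from 21.4 CPM ± 0.973 (SD, n = 3) to 88.5 CPM ± 1.94 (SD, n = 3), a log2FC of 2.05 (standard error 0.054, adjusted p-value 8.54e-17). SAA1 rose from 162 CPM ± 4.1 (SD, n = 3) to 516 CPM ± 9.71 (SD, n = 3), a log2FC of 1.68 (standard error 0.032, adjusted p-value 2.89e-19).

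SAA1 and SAA2 are near-identical paralogs, and reads aligned to both were counted on neither. The sum of both genes rose by a log2FC of 1.64. A shift of reads from SAA2 to SAA1 would leave this sum unchanged, so its rise argues against such a shift as the source. The sum leaves out the shared reads, which were dropped by the same rule in both groups. It cannot show whether the share of SAA1 reads dropped in this way differed between the groups. When libraries were scaled by their totals alone, the lowest log2FC among the 4 flagged rises was 1.08. Library totals raise the log2FC of all genes relative to TMM, with a median of 0.051 against 0.0014. This alternative could therefore not have lowered these rises. A scaling moves all genes by the same amount, however, and under both scalings the 4 rises stood far above the median of all tested genes. A single shift also cannot give rises as different as 1.03 in THBS1 and 2.05 in LTBP2. These values argue against the scaling as the source of the 4 rises. Base composition and length were not tested for single genes. Each group consists of stably selected cells, and the labels do not say that its replicates were selected separately. An effect of PELP1 loss cannot be told apart from other differences between the cells, such as drift during selection or effects of the shRNA on other transcripts. A response to PELP1-KD remains a hypothesis for these genes.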

How the results depend on the processing

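PELP1 kept its fall under every alternative, with a log2FC between -0.99 and -0.92. MYC kept a log2FC above 0 throughout, but lost its significance under DESeq2 (log2FC 0.0923, adjusted p-value 0.0551) and in 5 of the 6 fits that each left out one replicate, where its log2FC ranged from 0.0672 to 0.108 and its adjusted p-value from 0.0438 to 0.135. The adjusted p-value of MYC was 0.00251 when libraries were scaled by their totals.

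Counts of genes moved with the filter, the threshold and the scaling. With at least 10 counts in every replicate, 106 genes were downregulated and 134 upregulated beyond a log2FC of 1, and 19 of the genes labelled in Figure 3G passed. This filter removes genes with fewer than 10 counts in any replicate before any test, so these lower numbers do not speak against the genes removed. With no filter on low counts, 226 genes were downregulated and 335 upregulated beyond a log2FC of 1. Against a log2FC of 1 as the null hypothesis, the numbers were 60 and 63, and under the 3 criteria 31 and 34. With mean log2 CPM above 0 in place of RPKM, 112 and 145 genes passed the 3 criteria. With the replicate block, the numbers past both thresholds were 174 and 243, and 409 of the 414 genes called without it were shared. With DESeq2, 366 of the 414 were shared. The cause of these shifts was not tested beyond the change of setting itself.

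Library totals in place of TMM, chosen after the data were seen, gave 2418 lower and 3817 higher genes with an adjusted p-value below 0.05, so the share of lower genes among the calls went from 51.7% to 38.8%. The median log2FC of all tested genes was 0.0014 with TMM, 0.0032 with RLE and 0.051 with library totals. With library totals the NES was -1.04 for the E2F-target list and -0.97 for the ribosomal protein genes, and neither passed. The median log2FC of the mTORC1-signaling list went from -0.05 to -0.005, with 51.3% of its genes lower.

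All 6 lists kept their direction in every ranking. Ranking by log2FC took 4 lists out of significance, with an NES of -1.28 for E2F targets, -1.21 for mTORC1 signaling, 1.37 for EMT and -1.24 for ribosomal proteins. The signal-to-noise ratio of linear CPM with a floor on the SD, also chosen after the data were seen, gave an NES of -1.27 for mTORC1 signaling and -1.31 for ribosomal proteins, both no longer significant. Seurat's S-phase genes in place of the E2F-target list gave an NES of -0.86. Across the 6 fits that each left out one replicate, the NES of the ribosomal protein genes ranged from -1.65 to -1.34, with an adjusted p-value from 0.00958 to 0.074. Under camera with the correlation between genes estimated from the samples, no list passed, with adjusted p-values of 0.274 for Myc targets, 0.317 for E2F targets, 0.278 for G2M checkpoint and for mTORC1 signaling, 0.308 for EMT and 0.433 for ribosomal proteins. With camera's default correlation, EMT alone failed, at 0.314. The cause was not tested. Same-numbered replicates correlated weakly in their deviations (0.039, 0.065 and -0.078), and with the replicate block all 6 lists kept their direction and significance.

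The odds ratio of mTORC1 signaling genes among downregulated genes, below 1 at 0.77, went above 1 under the 3 criteria (1.82, adjusted p-value 0.309), for any fall (2.20, adjusted p-value 3.82e-07) and with the replicate block (1.15, adjusted p-value 0.49), and ranged from 0.773 to 1.15 when each replicate was left out. Its adjusted p-value was 0.733 in the main setting and lay between 3.82e-07 and 0.731 over the alternatives for downregulated genes. Among downregulated genes past both thresholds or the 3 criteria, it rests on 2 or 3 genes. The odds ratio of EMT genes stayed above 1 under all its alternatives, from 1.63 to 7.26. Among the single named genes other than PELP1 and MYC, 8 values became weaker and 5 stronger of 780 compared, all in NOL9, MDN1, WDR18 and TEX10, and 0 reversed. Genes with a control or PELP1-KD group near 3 counts are where depth limits the fold change.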

Differences from the paper's values

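The paper reports 119 upregulated genes past its 3 criteria, and 77 were found here. Of the alternatives set before the data were examined, DESeq2 (80 genes), mean log2 CPM in place of RPKM (145 genes), and leaving out control replicate 1 (80), control replicate 2 (97), control replicate 3 (80) or PELP1-KD replicate 3 (80) came within 1.5 times the paper's number. RLE size factors (78), voom (77), no filter (77), at least 10 counts in every replicate (73), the replicate block (79), leaving out PELP1-KD replicate 1 (79) or 2 (74), and the test against a log2FC of 1 (34) did not. Scaling by library totals, chosen after seeing the values, gave 96. Settings with 79 and 80 genes fall on opposite sides of this limit, so it does not separate them in any way that matters. With DESeq2, which the paper used, the 80 genes still lie below 119. The paper's 86 downregulated genes against 65 here lie within 1.5 times of each other, but leaving out control replicate 1 (53) and the test against a log2FC of 1 (31) did not come within 1.5 times of 86, nor did library totals (55), chosen after seeing the values. The gene lengths behind the paper's RPKM are not known. The paper's 86 and 119 lie between the counts with RPKM here (65 and 77) and those with CPM in its place (112 and 145). Whether the lengths account for the difference was not tested.

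The NES values in the paper's figures were read by eye, and the error set against them is the SD over the fits that each left out one replicate. That SD leaves out the error of the reading, of up to about 0.1, so gaps of this size are not established. For Myc targets, the paper's NES is about -1.9 in Fig. 3F, read by eye, and -2.15 was found here. The gap closed without PELP1-KD replicate 3 (-1.95) and without genes shared with the E2F-target or G2M-checkpoint lists (-1.92), and the other alternatives set before the data were examined did not close it. The signal-to-noise ratio of linear CPM with a floor on the SD, chosen after seeing the values, gave -1.87. For G2M checkpoint, the paper's NES is about -1.9 in Fig. 3E, read by eye, against -2.05 here. By this SD none of the alternatives closed the gap, though the NES without PELP1-KD replicate 3 (-1.95) lies within the error of the reading. For E2F targets, the paper's NES is about -1.4 in Fig. 3E, read by eye, against -1.5 here. The gap closed with genes of mean log2 RPKM above 0 (-1.43) and without control replicate 1 (-1.47), 2 (-1.46) or 3 (-1.39), not with the other alternatives set before the data were examined. The linear CPM ranking, chosen after seeing the values, gave -1.36. For mTORC1 signaling, it is about -1.4 in Fig. 3E, read by eye, against -1.59 here. The gap closed without PELP1-KD replicate 1 (-1.46), with none of the other alternatives set before the data were examined, and with library totals, chosen after seeing the values (-1.39). The lists used here were not checked against the paper's gene sets.

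The heading of the paper's section 3.3 states that PELP1 knockdown impairs the expression of c-Myc. The log2FC of MYC mRNA here was 0.09 (standard error 0.035, adjusted p-value 0.0376 from edgeR's quasi-likelihood test), and it was above 0 in every alternative. The paper reports lower c-Myc protein by western blotting, in cells starved of serum and then stimulated with it. These mRNA values do not test that result. The paper places mTOR among the pathways of the downregulated genes. Among downregulated genes past the paper's 3 criteria, the mTORC1-signaling list had an odds ratio of 1.82 (one-sided Fisher's exact test, adjusted p-value 0.309), resting on 2 genes. It was 0.77 among the genes past both thresholds. When any fall with an adjusted p-value below 0.05 was counted, it was 2.20 (adjusted p-value 3.82e-07 from the same test). The paper places EMT among the functions positively correlated with PELP1. The EMT list was over-represented among downregulated genes past both thresholds, at an odds ratio of 5.46, and also among upregulated genes, at 5.05. Its NES was 1.71, toward higher expression in PELP1-KD cells. Among downregulated genes past the paper's 3 criteria, the odds ratio of the EMT list was 7.26, resting on 5 genes. The lists used here were not checked against the gene sets behind Figure 3H. ZG16B, which Figure 3G labels as downregulated, was not tested in the main setting. All 31 labelled genes passed with no filter on low counts and in 4 of the 6 fits that each left out one replicate.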

Other observations

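The tests of the library scaling for MYC, of 3' UTR length and base composition, and of the base after the 7-base word and the word in PELP1 were chosen after the results were seen, while the other tests were set before their results.

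The mRNA of transcription factors and ribosomal regulators that the paper discusses moved by less than a log2FC of 1 in size. MYC had 208 CPM ± 4.29 (SD, n = 3) in control cells and 221 CPM ± 6.64 (SD, n = 3) in PELP1-KD cells, with every PELP1-KD replicate above every control replicate (two-sided exact permutation test, p = 0.1, the smallest p-value that 3 against 3 allow). The lower of the log2FC values of MYC with RLE size factors and with library totals was 0.0923. Both scalings raise the log2FC of all genes relative to TMM, so they cannot show whether another scaling would turn the rise of MYC into a fall. E2F1 had a log2FC of 0.37 (standard error 0.037, adjusted p-value 7.96e-08 from edgeR's quasi-likelihood test), and SP1 had a log2FC of -0.28 (standard error 0.047, adjusted p-value 7.44e-05). SENP3 (log2FC -0.09, adjusted p-value 0.194), LAS1L (log2FC 0.06, adjusted p-value 0.315), TEX10 (log2FC -0.09, adjusted p-value 0.0633) and WDR18 (log2FC 0.13, adjusted p-value 0.0605) did not pass an adjusted p-value of 0.05 in the main setting, but TEX10 passed with the replicate block and WDR18 passed with the replicate block, with no filter on low counts, with library totals and without control replicate 3. NOL9 (log2FC 0.19, adjusted p-value 0.0286) and MDN1 (log2FC 0.17, adjusted p-value 0.0192) were slightly higher, but NOL9 lost its significance under DESeq2 and in 4 of the 6 fits that each left out one replicate, and MDN1 in 3 of them. Over all alternatives, the adjusted p-value ranged from 0.0469 to 0.395 for TEX10, from 0.013 to 0.294 for WDR18, from 0.00467 to 0.148 for NOL9 and from 0.00336 to 0.075 for MDN1. These are mRNA values, and protein levels were not analysed here.

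The 74 tested ribosomal protein genes had an NES of -1.52 (adjusted p-value 0.0164) and a median log2FC of -0.05, with 56 of them lower. With library totals the median was -0.005 and 54.1% were lower. The largest falls with an adjusted p-value below 0.05 were those of RPL22 (log2FC -0.35), RPL13A (log2FC -0.29) and RPL15 (log2FC -0.25). Ribosomal protein genes have many pseudogenes, and reads aligned to both were counted on no gene, so their values are uncertain.

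Genes in a list can share base composition, length and expression level, and a dependence of the ranking on these could shift a list. After regression of the signal-to-noise ratio on all of them, the NES of Myc targets went to -1.30 (adjusted p-value 0.0607), E2F targets to -0.84 (adjusted p-value 0.989), mTORC1 signaling to -1.30 (adjusted p-value 0.0607) and ribosomal proteins to -0.62 (adjusted p-value 0.989), none of them significant. The shift of these 4 lists therefore cannot be told apart from a dependence on such gene properties, which may be technical or biological. G2M checkpoint, at -1.74, and EMT, at 1.77 (adjusted p-value 2.13e-04 for both), remained past the threshold.

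The 6 samples can be split into 2 groups of 3 in 10 ways. The real split parts all 3 same-numbered pairs, as do 3 others, and the remaining 6 part 1 pair. Every split but the real one still sets 2 replicates of a group against 2 of the other, so it carries part of the real contrast. Of the 4 splits that part all pairs, 1, the real one, gave as many genes with an adjusted p-value below 0.05, as many past both thresholds, as many past the 3 criteria and as many of the genes labelled in Figure 3G. No other split of the 10 gave any gene with an adjusted p-value below 0.05. At an unadjusted p-value below 0.05, the other splits gave between 57 and 306 genes, against 6830 in the real split. Of the 4 splits, 1 gave an NES as far from 0 for Myc targets, G2M checkpoint, mTORC1 signaling and EMT, and 1 gave over-representation p-values as small for EMT and for mTORC1 signaling. That last count could not come out otherwise, as the other splits called no gene. For E2F targets and ribosomal proteins, 2 of the 4 splits gave an NES as far from 0. Over all 10 splits, 1 gave an NES as far from 0 for Myc targets, for mTORC1 signaling and for EMT, 2 did for G2M checkpoint, 5 for E2F targets and 4 for ribosomal proteins. With 4 splits, no share below 0.05 can be reached, so the grouping by chance cannot be excluded by this count.

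A search of the 3' UTRs for 7-base words was not planned and was run after the data were seen, in 3 forms. In the first, as recomputed, with regression on 3' UTR length and expression in genes above a log2 CPM of 2, the word GACAGTT had the rank 8 from the lowest z (-12.4). With A+T content added it had the lowest z (-11.1), and in the form kept, over 11917 genes, it had the lowest z of 16223 words (-9.37). Without any regression its rank was 242 (z -18.4). The lowest word sharing at most 4 bases in a row with it had a z of -3.90, and the highest word a z of 6.90, where simulated sets without an effect went no lower than -4.34. The z of -9.37 remained after regression on length and A+T content of the 3' UTR, so these, as fitted, do not account for it. The highest word still had a z of 6.90, so a dependence that the fit missed may remain. The 1381 genes with the word had a median log2FC of -0.12, against 0.01 in the 10536 genes without it, and 69.1% of them were lower, against 47.5%. Of the downregulated genes past both thresholds with a 3' UTR, 39 (25.0%) held the word (odds ratio 2.59, two-sided Fisher's exact test, p = 3.07e-06), and of the 220 upregulated genes 12 (5.45%) did (odds ratio 0.435, p = 0.00272 from the same test). These medians, shares and odds ratios are not adjusted for 3' UTR length and base composition, and after regression the mean log2FC was -0.09 with the word and 0.01 without it. In all 12 alternatives and fits without a replicate, the word had the lowest z, between -10.1 and -8.90.

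A candidate explanation is that the PELP1 shRNA lowers other transcripts through pairing of its seed, the bases near the 5' end of its guide strand, with 3' UTRs. Such a guide would carry AACTGTC as its seed. Genes in which the word is followed by A at any site, which lengthens a seed match, fell further. Their mean log2FC after regression was -0.21 in 293 genes against -0.06 in 1088, a difference of -0.14 (permutation test, p = 1e-05, the smallest that 100000 permutations give). Genes with 2 or more sites also fell further, at -0.20 in 174 genes against -0.08 in 1207 genes with 1 site. The permutation did not hold the number of sites fixed, so its p-value does not isolate the effect of the A. The reverse complement of the word had a z of 0.13, so genes with it did not rank lower than others. Their mean log2FC after regression was -0.02 in 1333 genes, a smaller fall than with the word itself. In 938 genes with the word in the coding sequence alone, the mean was -0.0111, against -0.09 with the word in the 3' UTR. The PELP1 transcript used, the coding one with the longest 3' UTR, holds the word 2 times on GRCh38. The sites lie on chromosome 17, from 4672351 to 4672357 in the coding sequence of exon 16, where A follows, and from 4670830 to 4670836 in the 3' UTR in exon 17, where C follows. This is weak evidence, as 20.1% of the tested genes' transcripts hold the word and 4.21% hold it followed by A. Of the 4 splits of the samples that part all same-numbered pairs, 2 gave a z as far from 0, with a size of up to 9.71 in other splits, where the mean after regression was at most 0.034 in size against -0.09 in the real split. As the other splits carry part of the real contrast and z depends on ranks and not on size, this count cannot decide whether the pattern arose by chance. The sequence of the shRNA was not used here and an endogenous microRNA with the same seed was not tested, so the shRNA as the cause is a hypothesis that its sequence could settle.

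Genes with the word may also shift the gene lists, but without them the NES was -2.18 for Myc targets, -1.51 for E2F targets, -2.06 for G2M checkpoint, -1.65 for mTORC1 signaling, 1.64 for EMT and -1.73 for ribosomal proteins, all still significant. The word is in the 3' UTR of 14.2% of the tested G2M checkpoint genes and 8.54% of the Myc targets, against 10.8% of all tested genes. Among the named downregulated genes, it is found in, among others, SEC23A (log2FC -1.38), C5orf43 (log2FC -1.45) and DDIT4 (log2FC -1.42). It is also found in STAG1, PDS5B and MMS22L, the genes with the largest falls in the E2F-target list (log2FC -0.58, -0.53 and -0.46). Of the 3 largest falls in the Myc-target list, SET (log2FC -0.49) holds it, while NCBP2 and PTGES3 lack it. The falls of STAG1, PDS5B, MMS22L and SET cannot be told apart from the pattern of the word. Most of the named downregulated genes lack it in the 3' UTR, such as MMP1 (log2FC -2.08), CDH11 (log2FC -4.27) and IGFBP3 (log2FC -1.57). The upregulated DMKN (log2FC 2.31) holds it.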
